A study of Mus musculus with 4 samples. Its data were reported in "Cohesin prevents cross-domain gene coactivation" (2024).

How the data were processed

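Single-nucleus ATAC-seq was measured in 4 libraries of JM8.N4 mouse embryonic stem cells, 2 from untreated cells and 2 from cells treated with 500 µM auxin for 6 h, grouped by the labels. The authors deposited, for each library, a matrix of raw counts of transposase cut sites per peak and barcode, the library's own peak list and an annotation of each peak as promoter, distal or intergenic. The matrix headers name Cell Ranger ATAC version 1.2.0, and the submitters' processing notes also name Cell Ranger ARC and ArchR 1.0.1. The study's methods give another Cell Ranger version than the headers, and which of them made the counts is not settled here. The files do not show whether the study's filters on start site enrichment, fragments and doublets were applied to the deposited counts, and no doublet caller was run here. The libraries with number 1 held 20001 and 20000 barcodes, near a round number, which a limit in barcode calling would give. From 91.5% to 91.7% of the values are even, since both ends of a fragment mostly fall in 1 peak.

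Coordinates are mm10 and counted from 1. The build was checked against the GRCm38 genome and GENCODE annotation: 0 peaks ran beyond a chromosome end, and 99.9% of promoter entries with a symbol in the annotation had a start of that gene within 1 kb. Peaks of the 4 lists were merged by 1 bp of overlap into 212617 regions, of which 140527 held a peak of every library and are called shared. They held from 97.4% to 98.9% of a library's counts. Counts were summed per library over barcodes with at least 1000 counts, a limit that removed no barcode. Promoter counts are sums of shared promoter regions per gene, and genes with a common region get the same counts there. A CTCF motif is the core consensus CCASYAGRKGGC on either strand within 250 bp of a peak centre, found in 4.07% of shared regions and in 0.453% of positions 5 kb away.

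Domains follow the study's idea of peak-dense stretches. Shared regions were counted in 200-kb bins, maxima with a prominence of at least the genome mean were taken with their width at 50% of their prominence, and where intervals overlapped the one of highest prominence was kept. This gave 1101 domains of median size 0.457 Mb, with 32426 cis and 573124 trans pairs, holding 68.7% to 69.2% of counts. For co-accessibility each barcode was thinned at random to 3915 counts in domains, shallower barcodes were left out, and Spearman's rho across barcodes was averaged over pairs and over 10 thinnings. This left 16717 and 7914 barcodes in Control and 9304 and 8508 in Auxin replicates 1 and 2. A library gives 1 value, since barcodes are not replicates. Thinning replaces the downsampling of the study so that depth cannot correlate with itself. The measure was tested on simulated data: with no shared variation, cis minus trans was 0.00256 before and -1.98e-05 after thinning. With chromosome factors of 15% SD it was 0.0527 after thinning. Gene pairs were treated alike, with 5592 counts per barcode.

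Differences in accessibility were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05, two-sided) in R 4.3.3, and DESeq2 1.42.0 was run beside it. Standard errors are the log2 fold change divided by the root of the F statistic. Lists and region classes were tested with camera of limma 3.58.1 on log CPM with a preset correlation of 0.01, and again with an estimated correlation. They were also tested with fry, which asks whether a set differs from no change and not from other promoters or regions. Within-number differences are differences of log CPM with a prior count of 2. Comparisons of 1 value per library used exact permutation tests. Counting, thinning and simulation used python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9. Intervals for shares of barcodes are exact Clopper-Pearson intervals at 95% and cover counting error only.

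The groups, the planned tests and alternatives, the gene lists and the rule for named genes were fixed before the data were examined, and the tests and alternatives added later are named in the closing section. The edgeR test was tested on simulated data, with results given in the report. The rule names promoters past the threshold with both Auxin libraries on 1 side of both Control libraries, and, where too few pass, the smallest unadjusted p up to 6 promoters, 5 regions and 3 domains per direction. It adds 2 to 4 members of each list with the smallest p, and always Rad21, Ctcf, Pou5f1, Nanog, Sox2 and the genes of the study's pairs. Some items that the rule names are not reported here. Of 21 lists, the 2-cell-like state list was not tested, because fewer than 3 of its members were measured (Duxf3 had a log2 fold change of 0.04). The 7 chromosomes with a single peak of counts (2, 4, 5, 7, 9, 10 and 17) were chosen after their distributions were seen, as were the limits for barcodes with uneven autosomes. Alternatives were other tools and scalings, other filters, other units of the genome, other depths, the replicate number as a block and each library left out. The bulk and RNA data of the study were not used here.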

Results

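The data are single-nucleus chromatin accessibility profiles of JM8.N4 mouse embryonic stem cells in which the cohesin subunit RAD21 can be degraded by auxin. There were 2 groups. The Control group had 2 libraries from untreated cells and the Auxin group had 2 libraries from cells given 500 µM of the auxin indole-3-acetic acid for 6 h. The deposited counts are transposase cut sites per peak and barcode. Control replicate 1 held 142755981 counts in 20001 barcodes, and Control replicate 2 held 137562665 counts in 7927 barcodes. Auxin replicate 1 held 113142675 counts in 20000 barcodes, and Auxin replicate 2 held 124551467 counts in 8700 barcodes. The median barcode had 6871 and 17517 counts in the Control libraries and 5486 and 14475.5 counts in the Auxin libraries, so depth per barcode followed the replicate number more than the treatment. Values within replicate number 1 and within number 2 are therefore given beside most pooled ones for co-accessibility, region classes and shares of counts or barcodes. The labels do not say that equal numbers mark a shared culture or day. The study calls the replicates biological, but the labels do not say that they were separate cultures, so p-values measure the spread between these libraries, which may be technical. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333.

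The first question was whether accessible regions of 1 chromosome vary together from nucleus to nucleus, and whether this differs once cohesin is lost. Pairs of domains on the same chromosome (cis pairs) had a mean Spearman rho of 0.0180 ± 0.00686 (SD, n = 2) in Control and 0.0295 ± 0.0197 (SD, n = 2) in Auxin libraries. Pairs on different chromosomes (trans pairs) had 0.000414 ± 0.000651 (SD, n = 2) and 0.000508 ± 0.00142 (SD, n = 2). Their Auxin minus Control difference had opposite signs, with -0.000452 within number 1 and 0.000642 within number 2. The cis mean was higher in Auxin by 0.00244 within number 1 and by 0.0205 within number 2. Domains under 5 Mb apart gave 0.0252 ± 0.0106 and 0.0408 ± 0.0271, and domains over 60 Mb apart gave 0.0154 ± 0.00573 and 0.0236 ± 0.0155 (SD, n = 2 each). The Auxin minus Control difference within numbers 1 and 2 was 0.00396 and 0.0272 under 5 Mb, and 0.00124 and 0.0150 over 60 Mb. The cis minus trans value was 0.0176 ± 0.00621 in Control and 0.0290 ± 0.0182 in Auxin (SD, n = 2 each). It was higher in Auxin by 0.00289 within number 1 and by 0.0199 within number 2. The exact two-sided permutation p was 0.667 for the cis mean, for cis minus trans and for pairs over 60 Mb, and 1 for the trans mean. The difference in cis pairs was smaller than the spread between replicates, and without Auxin replicate 2 it was -0.00241.

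**Figure D1:**
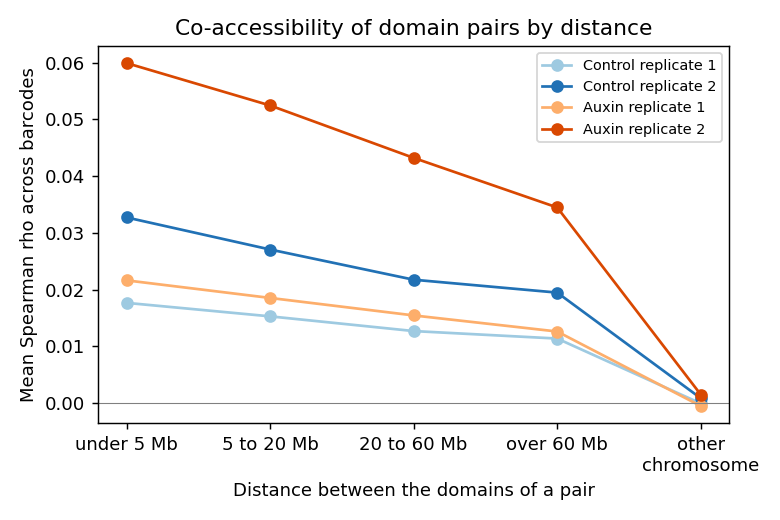
Mean Spearman rho across barcodes (y axis) for pairs of domains in 4 ranges of distance in Mb and for pairs on different chromosomes (x axis), 1 line per library. Auxin replicate 2 lies highest, from 0.0599 under 5 Mb to 0.0345 over 60 Mb, and Control replicate 2 lies above Auxin replicate 1 at each distance.

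Chromosomes 16, 6 and 1 had the highest cis values in each of the 4 libraries. On chromosome 16 the mean rho was 0.0374 and 0.0887 in Control and 0.0357 and 0.103 in Auxin replicates 1 and 2. On chromosome 2 it was 0.00587 and 0.0101 in Control and 0.00782 and 0.0284 in Auxin. The mean of the Auxin libraries exceeded that of the Control libraries on 20 of 20 chromosomes, within number 1 on 18 and within number 2 on 20. Both Auxin libraries lay above both Control libraries on 2 chromosomes, while chance gives 16.7% of values in that order. Without Auxin replicate 2 the Auxin value was higher on 11 chromosomes. Chromosomes share nuclei, so their number is not a number of replicates.

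**Figure D2:**
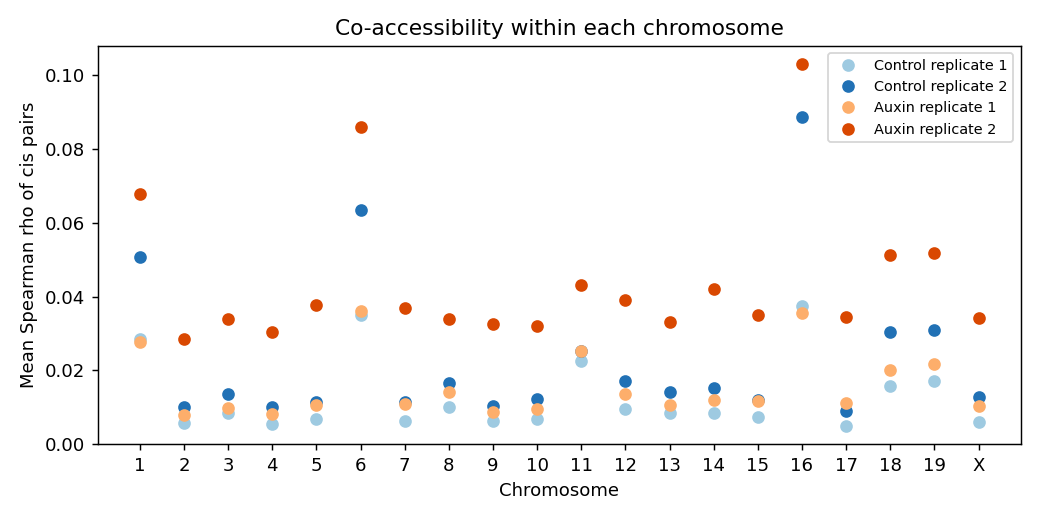
Mean Spearman rho of domain pairs within each chromosome (y axis) for chromosomes 1 to 19 and X (x axis), 1 point per library. On chromosome 16 the libraries with number 2 stand at 0.0887 and 0.103 and those with number 1 at 0.0374 and 0.0357.

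The counts on whole chromosomes also varied between barcodes. Chromosomes 1, 6 and 16 had double-peaked distributions in the libraries of both groups with number 2, and chromosome 2 had a single narrow peak in all libraries. Beyond counting noise, the SD between barcodes on chromosome 16 was 19.5% and 24.7% in Control and 18.3% and 25.6% in Auxin replicates 1 and 2. On chromosome 2 it was 6.18% and 7.05% in Control and 7.58% and 10.9% in Auxin. The median SD over chromosomes was 7.88 ± 0.626% in Control and 10.7 ± 2.71% in Auxin (SD, n = 2 each, exact two-sided permutation p = 0.333), a ratio of 1.18 within number 1 and 1.52 within number 2. Barcodes with an autosome under 0.3 or over 2.5 of its library's median made up 0.215% (95% exact interval 0.151 to 0.298) and 0.455% (0.319 to 0.629) in Control replicates 1 and 2. In Auxin they made up 0.494% (0.362 to 0.659) and 3.21% (2.84 to 3.61). Barcodes with any of 7 single-peaked chromosomes under 0.7 or over 1.3 of its median made up 8.47 ± 0.479% in Control and 16.5 ± 6.60% in Auxin (SD, n = 2 each, exact two-sided permutation p = 0.333), a ratio of 1.45 within number 1 and 2.40 within number 2. Counts of chromosomes 1 and 6 were high in the same barcodes, with rho from 0.345 to 0.528 in the 4 libraries, and those of chromosomes 6 and 16 went opposite ways, with rho from -0.610 to -0.362.

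**Figure D3:**
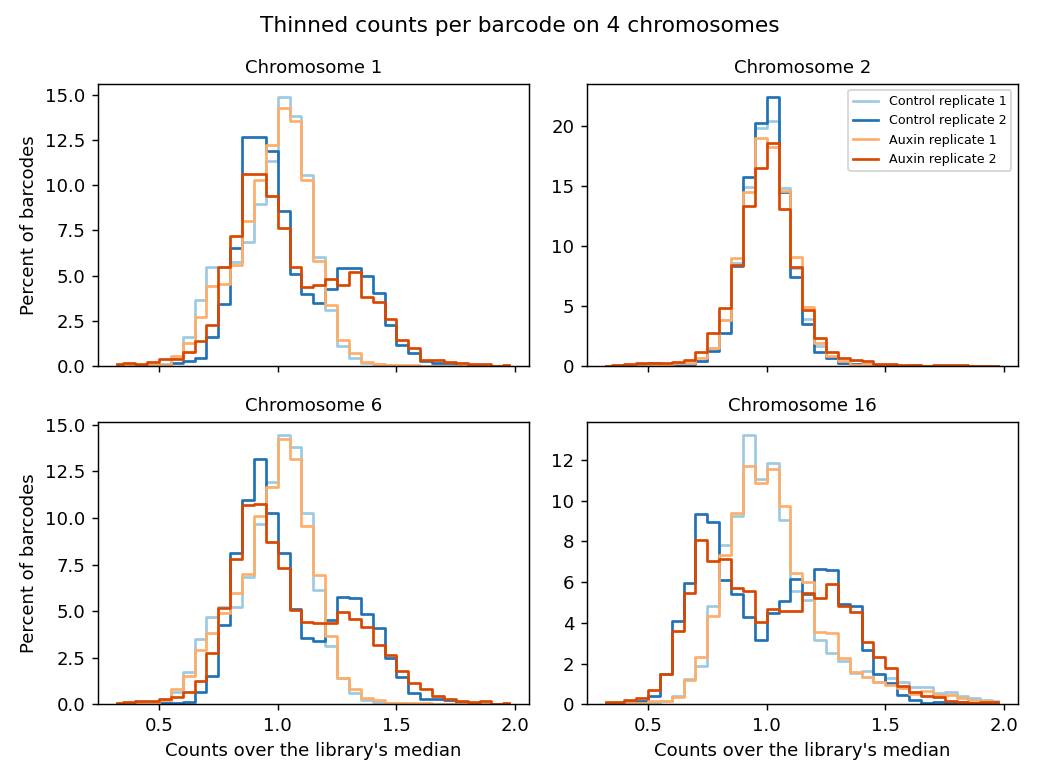
Percent of barcodes (y axis) by the counts of a chromosome divided by its library's median, after thinning (x axis), for chromosomes 1, 2, 6 and 16, 1 line per library. The distributions for chromosome 16 are double-peaked in the libraries with number 2, and those for chromosome 2 have 1 peak in each library.

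The study followed pairs of genes that were active together, and the regions within 200 kb of their promoters were compared in the same way. Averaged over 5 cis pairs, rho was higher in Auxin by 0.0153 (exact two-sided permutation p = 0.333). Macf1/Foxj3 had 0.00994 ± 0.00393 in Control and 0.0252 ± 0.00594 in Auxin (SD, n = 2 each). Tead1/Nkx1-2 had 0.00554 ± 0.0122 and 0.0207 ± 0.00326, so that both Auxin libraries lay above both Control libraries for each of these pairs. Their differences within numbers 1 and 2 were 0.00827 and 0.0222 for Macf1/Foxj3 and 0.0215 and 0.00890 for Tead1/Nkx1-2. Nf2/Efemp1 had 0.00811 ± 0.0158 and 0.0237 ± 0.0166, with differences of 0.0161 and 0.0150. Gpc1/Gbx2 had 0.0463 ± 0.0313 and 0.0470 ± 0.0440, with differences of opposite sign (-0.00822 and 0.00971). Of the 6 trans pairs, 5 were lower in both Auxin libraries than in both Control libraries, among them Trim33/Nanog with 0.0170 ± 0.00109 in Control and -0.00601 ± 0.00290 in Auxin (differences of -0.0202 and -0.0258 within numbers 1 and 2). Chance puts both Auxin libraries above both Control libraries in 16.7% of values, and below them as often. The pairs share nuclei, and Nanog, Nf2 and Trim33 each recur among the trans pairs. The number of pairs is therefore not a number of independent tests. Each rho rests on 7920 to 16585 barcodes. Its sampling error over barcodes was not estimated, and an SD of 2 libraries may understate the error. Counts per barcode were low, from 0.352 to 0.410 for Efemp1 within 200 kb. With regions within 100 kb the mean difference of the cis pairs was 0.00339, both Auxin libraries no longer lay above both Control libraries for Tead1/Nkx1-2, Gpc1/Gbx2 was lower in Auxin by a difference of -0.0150, and 3 of the 6 trans pairs were lower in both Auxin libraries, with Nf2/Nanog and Trim33/Mlf2 no longer among them.

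The second question was whether accessibility itself differed at promoters, at single regions or over domains. The largest promoter differences by p were lower in Auxin at Pspn, which encodes the neurotrophic factor persephin, with 16.4 ± 1.85 CPM in Control and 5.52 ± 0.145 CPM in Auxin (SD, n = 2 each). Msln, encoding mesothelin, had 98.7 ± 2.17 and 63.8 ± 1.56 CPM, and Foxn1, a transcription factor of the thymic epithelium, had 5.60 ± 0.336 and 0.896 ± 0.139 CPM. Cyp1a1, a target of the aryl hydrocarbon receptor, had 29.8 ± 1.09 CPM in Control and 44.8 ± 3.91 CPM in Auxin, a log2 fold change of 0.59 (SE 0.0867). Aurkc, a meiotic kinase, had a log2 fold change of 0.44 (SE 0.0727). The others named by the rule were Crybg2 (log2 fold change -0.71), Gpr1 (-0.60) and Angptl8 (-0.53) on the lower side. On the higher side they were Cldn34c1 (0.38), Cetn3 (0.35), and Lsr and Fam187b, which share 1 region (0.36). None of these passed edgeR's test (adjusted p = 0.468 for each), and each had the same sign within number 1 and within number 2. Rad21 itself had a log2 fold change of 0.01 (SE 0.124) at its promoter, where degradation of the protein need leave no mark, and Ctcf had 0.00 (SE 0.0757). The pluripotency factors Pou5f1, Nanog and Sox2 had -0.10, -0.02 and -0.13. Among the genes of the study's pairs, Macf1 had -0.23, Nkx1-2 had -0.27, Nf2 had 0.19 and Mlf2 had 0.15. Foxj3 had 0.10, Gbx2 had -0.10, Gpc1 had -0.10, Abcf1 had 0.06, Efemp1 had -0.02, Tead1 had -0.02 and Trim33 had 0.01.

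Across 16047 promoters edgeR called 0 at an adjusted p under 0.05, with 1683 at an unadjusted p under 0.05, and DESeq2 called 74 (11 higher, 63 lower). With the replicate number as a term edgeR called 4871 promoters (2318 higher, 2553 lower), although the labels do not pair the libraries. The log2 differences within number 1 and within number 2 had a Spearman rho of 0.673 across promoters, which are not independent replicates, and 76.4% had the same sign. Both Auxin libraries lay on 1 side of both Control libraries at 44.5% of promoters, where chance gives 33.3%. On counts simulated with the dispersion of these promoters, edgeR recovered 80% of promoters changed 1.5-fold and 97% of those changed 2-fold. In the measured data Pspn and Foxn1 were not called, with log2 fold changes of -1.57 and -2.64. The 0 calls therefore do not show that no promoter changed 2-fold.

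Of the gene lists fixed beforehand, 20 had enough measured promoters to be tested, and 1 passed camera's test with a preset correlation. The p53 response genes had positive log2 fold changes at 18 of 22 promoters, with a mean of 0.08 against -0.04 at other promoters (camera adjusted p = 0.0367). With an estimated correlation the adjusted p was 0.805, and the list was not called without Control replicate 2 or without Auxin replicate 1 (camera adjusted p = 0.488 and 0.105). Sesn2 (0.15), Trp53inp1 (0.15) and Ccng1 (0.19) were among its positive promoters, and 0 of them passed edgeR adjusted over the list alone. Aryl hydrocarbon receptor targets were positive at 6 of 7 promoters (mean 0.13, camera adjusted p = 0.0522). Cyp1a1 and Cyp1b1 (0.42) had adjusted p of 0.00579 and 0.0105 in edgeR, adjusted over the list alone. Mesendoderm markers were positive at 4 of 20 promoters (mean -0.11, camera adjusted p = 0.0522), with Hand1 at -0.20 and Tbx6 at -0.16. Core and naive pluripotency genes were positive at 3 of 24 (mean -0.09, camera adjusted p = 0.0835), and 1 of them passed edgeR adjusted over the list alone, the RNA-binding protein gene Lin28a (-0.43). Primed pluripotency genes were positive at 2 of 15 (mean -0.09), with Etv4 at -0.13 and Otx2 at -0.25. Primitive endoderm markers were positive at 3 of 13 (mean -0.10), and 1 passed adjusted over the list alone, Sox7 (-0.53). These 2 lists had a camera adjusted p of 0.0835, as had histone clusters, positive at 42 of 60 (mean 0.03). Hist1h2bh and Hist1h3f, which share a region, had 0.19. The sign of the histone mean depended on the libraries. It was -0.04 without Control replicate 1 and -0.02 without Auxin replicate 2. It was 0.09 without Control replicate 2 and 0.07 without Auxin replicate 1.

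The remaining lists had camera adjusted p of 0.101 or more. Neural ectoderm markers were positive at 5 of 20 promoters (Neurog1 -0.37, Nkx2-2 -0.36), fibroblast markers at 3 of 12 (Thy1 -0.34, Loxl1 -0.16) and trophectoderm markers at 7 of 15 (Hand1 -0.20, Ascl2 -0.18). G2/M cell cycle genes were positive at 16 of 20 (Cenpf 0.20, Aurkb -0.13), cohesin and CTCF machinery at 13 of 17 (Esco2 0.21, Smc1a 0.18) and imprinted genes at 9 of 15 (Cdkn1c 0.34, Peg3 0.27). Germline genes were positive at 8 of 17 (Hormad1 -0.41, Dazl 0.34), immediate early and heat shock genes at 10 of 20 (Jun 0.14, Hsph1 0.12) and housekeeping genes at 8 of 20 (Pgk1 0.21, Rplp0 -0.18). Protocadherin clusters were positive at 32 of 55 (Pcdhb20 -1.33, Pcdha8 0.70) and Hox clusters at 11 of 39 (Hoxa2 -0.27, Hoxc10 0.28). MAPK and Wnt feedback genes were positive at 7 of 20, and 1 passed adjusted over the list alone, the MAPK inhibitor gene Spry4 (-0.44, edgeR adjusted p = 0.0147), while Axin2 had 0.22. The study co-bursting genes, which the study chose on its own cells and which are no independent evidence, were positive at 6 of 14. Their median was -0.02 and their mean -0.01, while camera placed them above other promoters. Germline genes (mean 0.01, median -0.01) and immediate early and heat shock genes (mean -0.00, median -0.01) were also placed above other promoters by camera, with an adjusted p of 0.804 each.

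Regions with a CTCF motif had a mean log2 fold change of 0.06 against -0.09 at other shared regions, and 3706 of 5725 were positive (camera adjusted p = 4.73e-05). With an estimated correlation the adjusted p was 0.126. Distal regions with a motif had means of 0.09 within number 1 and 0.01 within number 2, where distal regions with no motif had -0.08 and -0.18. Whether the motif difference remains among regions of like signal or peak width was not tested, so it is not shown to be specific to the motif. Promoter regions had a mean of 0.06 and were positive at 11545 of 16001, while distal regions had -0.11 and were positive at 51209 of 117126. The camera adjusted p was 1.04e-07 for promoter and 6.78e-07 for distal regions, and 0.174 and 0.0200 with an estimated correlation. Intergenic regions had a mean of 0.05 (camera adjusted p = 0.00534, and 0.169 with an estimated correlation), with 0.05 within number 1 and 0.03 within number 2. The promoter minus distal difference was 0.11 within number 1 and 0.26 within number 2, and it shrank to 0.00 and 0.06 among regions of like signal.

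Among single shared regions, the smallest p on the higher side belonged to R26557, a region of 20 kb on chromosome 11 from 3184014 to 3203864 (mm10) at the promoters of Sfi1 and Eif4enif1. It had 422 ± 1.295 CPM in Control and 587 ± 8.10 CPM in Auxin (SD, n = 2 each), with called widths from 19559 to 19781 bp. No filter for repeated sequence or artifact signal was applied to the regions, so such a source was not tested. A distal region in an intron of Tshz2, R122119 on chromosome 2 from 170045484 to 170047445, had 12.7 ± 0.693 and 23.8 ± 1.60 CPM. R160386 on chromosome 6 from 3132959 to 3135455 had a log2 fold change of 5.17, but the peaks called there spanned 42 and 128 bp in Control and 2497 and 2192 bp in Auxin, and counts exist only inside a library's own peaks. R168728 near Ppp4r2 on chromosome 6 (2.06) and R57659 near Glrx on chromosome 13 (1.66) likewise had wider peaks in Auxin. On the lower side, R1176 near Il17f on chromosome 1 (-1.95), R205247 in an exon of Cep162 on chromosome 9 (-6.44), R183272 near Spn on chromosome 7 (-2.97), R80351 in an intron of Lpp on chromosome 16 (-4.07) and R122611 near Rbm38 on chromosome 2 (-1.92) had narrower peaks in Auxin. edgeR called 0 of 140481 regions, with 11145 at an unadjusted p under 0.05, and DESeq2 called 690 (669 higher, 21 lower). The lowest adjusted p in edgeR was 0.620.

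Among domains, D373 on chromosome 6 from 3183334 to 3644444 (mm10), which holds Samd9l, Hepacam2 and Vps50, had a log2 fold change of 0.38 (SE 0.0598). D3 on chromosome 1 with Pcmtd1 had 0.31, and D836 on chromosome 13 with Gpbp1 and Mier3 had 0.21. On the lower side were D680 on chromosome 11 with Cobl (-0.21), D980 on chromosome 17 with Tff1 and Pde9a (-0.18) and D590 on chromosome 9 with Myo1e and Ccnb2 (-0.15). edgeR called 0 of 1101 domains (lowest adjusted p = 0.709), with 73 at an unadjusted p under 0.05, and DESeq2 called 10 (8 higher, 2 lower). With the replicate number as a term edgeR called 441 (212 higher, 229 lower).

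The peak lists overlapped as much between the groups as within them. A mean of 88.6% of a list's peaks met a peak of a list from the other group, and 88.8% met one of the other list of the same group. Peaks covered 178 ± 14.5 Mb in Control and 161 ± 4.25 Mb in Auxin (SD, n = 2 each). The share of counts in promoter peaks was 39.0 ± 0.301% in Control and 41.1 ± 0.907% in Auxin (SD, n = 2 each, exact two-sided permutation p = 0.333). It was higher in Auxin by a ratio of 1.04 within number 1 and 1.06 within number 2.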

Values the study reported

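The study reported 776 accessible chromatin domains, with sizes from about 0.5 to about 2.5 megabase pairs. It analysed around 3,000 cells per condition after filtering and loaded approximately 15,000 nuclei per sample. It described higher co-accessibility of domain pairs within chromosomes after cohesin loss.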

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

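The alternatives with fragments, with chromosome totals as offsets, without barcodes of uneven chromosomes and, for gene pairs, without each replicate were chosen only after the data were seen. edgeR's counts of 0 regions, promoters and domains held under library totals, 7500 barcodes per library, no filter, chromosome offsets and each library left out (0 to 0). They also held for regions in narrower sets, for promoters with distal peaks added and for domains with all peaks of each library. DESeq2 gave 690 regions, 74 promoters and 10 domains, and the cause was not tested. Keeping all deposited barcodes changes nothing, since the limit removed none. With the replicate block edgeR called 0 regions, 4871 promoters and 441 domains. Deviations from the group means of the libraries with equal numbers had a correlation of 0.357 over regions, 0.510 over promoters and 0.913 over domains, a hint from the data and not from the design. With the block the list count was 1, the CTCF motif difference 0.15 and the distal difference -0.18. It left the differences of cis (0.0115), trans (9.46e-05), cis minus trans (0.0114) and far pairs (0.00812) and the 20 chromosomes as they were.

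Lists called numbered 0 with an estimated correlation and 0 with fry, and 1 to 4 with a library left out. The p53 response list was not called without Control replicate 2 (mean 0.00, adjusted p = 0.488 in camera) or without Auxin replicate 1 (mean 0.04, adjusted p = 0.105 in camera), where other lists were, among them histone clusters. The CTCF motif difference of 0.14 missed the threshold with an estimated correlation. In limma's fry, which tests a set against no change, neither motif regions (adjusted p = 0.144) nor distal regions (adjusted p = 0.100), whose difference from other regions was -0.17, passed, and the cause was not tested. With a library left out the motif and distal differences ranged from 0.10 to 0.21 and from -0.25 to -0.12, and the lone library was assumed to vary like the others. The mean of intergenic regions ranged from -0.07, without Auxin replicate 2, where camera no longer called them, to 0.15 without Control replicate 2. With a library left out the cis co-accessibility difference ranged from -0.00241 to 0.0254, the cis minus trans difference from -0.00150 to 0.0243, the far cis co-accessibility difference from -0.00281 to 0.0190, the trans co-accessibility difference from -0.000912 to 0.00110 and the chromosomes from 11 to 20, the lowest each time without Auxin replicate 2. Without Control replicate 1 the trans difference was -0.000365. The trans difference was 0.00732 with 50% downsampling, which leaves depth in the counts, and -0.000759 with Pearson, -0.000496 with 7500 barcodes, -0.000267 with fragments and -0.000304 without barcodes with a chromosome over 4 Poisson SD from the mean. Without those barcodes far pairs gave -0.00104. The cis difference was 0.000841 to 0.0177 in the other thinned or downsampled settings. Within 100 kb the study gene pair co-accessibility differed by 0.00339, and with a library left out from 0.00938 to 0.0213. With 50% of the peak required, 83.7% of peaks overlapped. Among single genes, lists and regions 1236 results were the same, 113 newly passed a threshold and 13 lost it.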

Other observations

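The test of covariation by distance was chosen only after the result was seen. So were those of barcodes with a chromosome over 4 Poisson SD from the mean and of nuclei with near-absent or several-fold extra autosomes. Gm10801, an annotated gene on chromosome 2 from 98662047 to 98664195 (mm10), was picked after its values were seen. Whether repeated sequence or artifact signal adds to the counts of Gm10801 was not tested. Gm10801 had 62.8 ± 10.7 CPM in Control and 98.7 ± 6.40 CPM in Auxin (SD, n = 2 each). The log2 fold change was 0.65 and failed edgeR's threshold (adjusted p = 0.468).

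Mean cis co-accessibility was higher in Auxin within both replicate numbers, by less than the spread between replicates. At the main depth Control replicate 2 (0.0228) lay above Auxin replicate 1 (0.0156), so the groups overlapped. Thinned to 1957 counts, which keeps more barcodes, both Auxin libraries (0.0142 and 0.0296) lay above both Control libraries (0.00918 and 0.0140). In the other settings run the groups overlapped. Doublets among the deepest barcodes are argued against as the whole cause, since 108.3% of the cis minus trans difference remained without the 10% of barcodes with most counts (118.8% and 106.7% within numbers 1 and 2), where under 50% was foreseen. After thinning 108.1% of the unthinned difference remained (126.9% and 105.8% within numbers 1 and 2). This argues against depth per barcode as the whole cause. The bound set for depth also asked for a difference above the spread between replicates, which was not met, so a part played by depth stays open. At the main depth the difference within number 2 was 8.41 times that within number 1, as a difference between replicate numbers would give. Without barcodes with a chromosome over 4 Poisson SD from the mean, 7.32% of the difference remained (0.250% and 8.16% within numbers 1 and 2). Many barcodes were lost by this removal. It left 8388 of 16717 and 2883 of 7914 in Control replicates 1 and 2. In Auxin replicates 1 and 2 it left 4702 of 9304 and 2085 of 8508. That removal also lowered the cis mean of simulated smooth chromosome factors from 0.0220 to 0.00873 in Auxin replicate 2. Without barcodes with an autosome under 0.3 or over 2.5 of its library's median 51.2% remained (68.9% and 49.1% within numbers 1 and 2). Barcodes with smaller gains or losses of an autosome stayed in. Covariation falling with distance was tested on the 7 single-peaked chromosomes, chosen after the data were seen. There the gain in covariance over 60 Mb was 57.1% and 53.1% of that under 5 Mb within numbers 1 and 2. Over all chromosomes the gain in rho was 31.3% and 55.1%. Whole-chromosome copy number, nuclei with near-absent or several-fold extra autosomes and covariation falling with distance cannot be told apart. Neither can loss of cohesin, which the auxin treatment aims at and which may act through any of them. No library came from auxin-treated cells without the degron. An effect of auxin itself therefore cannot be separated from loss of cohesin.

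Chromosome shares differed between replicate numbers in both groups. Chromosome 16 took 3.23% and 3.26% of counts in number 1 and 4.18% and 4.13% in number 2. At least 97.2% of domains on chromosomes 1, 6 and 16 shifted in the direction of their chromosome, and at least 98.0% of the log2 difference in share remained in shared regions at equal depth, which argues against peak calling or depth. A candidate explanation is that the cultures held nuclei with differing copies of these chromosomes, and no biological explanation from the design was tested.

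On average promoter regions were higher and distal regions lower in Auxin libraries. With an estimated correlation camera called distal regions (adjusted p = 0.0200) but not promoter regions (adjusted p = 0.174). Neither class passed fry (adjusted p = 0.100 each). GC content is argued against, since at least 113% of the difference remained among regions of like GC content. Among regions of like mean CPM 3.65% remained in the replicate number that kept least, so signal strength may account for much of it. Among regions of like peak width 37.8% remained in the number that kept least. Called width can itself follow a change in counts, so this cannot tell separate peak calling from a change in accessibility. Loss of cohesin stays untested as a cause of what remains, as does an effect of auxin itself.

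The barcodes used here for domain pairs numbered from 7914 to 16717 per library. That is higher than the number quoted from the study, which is per condition and after other filters.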
